A study of Schizosaccharomyces pombe with 15 samples.

How the data were processed

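Wild-type fission yeast (Schizosaccharomyces pombe, an h-S strain) was profiled by cap analysis of gene expression (CAGE), which sequences the 5′ ends of capped RNA, so that each sequenced tag marks a transcription start site (TSS). Per the labels, the series holds 15 libraries in 5 groups of 3. Cells grew at 30 °C in YES, a rich yeast-extract medium, or in EMM, a defined minimal medium. Nitrogen-starved cells were moved to EMM without ammonium chloride for 16 h, heat-shocked cells were held at 39 °C for 15 min, and H2O2-treated cells received 0.5 mM H2O2 for 15 min. The labels name the medium of both short stresses YES in one field and YEL in another, and these groups were compared with the YES libraries. Per the labels' protocols, total RNA was extracted with hot acidic phenol-chloroform and CAGE libraries were made by a published method. The aligner, the genome build, the clustering of tags, the counting and the normalization are not stated in the labels. Groups and replicate numbers were taken from the sample labels, and the numbers were treated as names of parallel cultures.

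The authors deposited raw tag counts per gene (5886 genes) and per TSS cluster (13003 clusters), with a separate column for each library and no column that could not be matched to a library (0 unmatched value columns). From the values, these are whole numbers that sum to different totals in different libraries. The authors also deposited log2 values per gene and per cluster, which from the values are log2 CPM (counts per 1e6 tags) with a smooth offset in each library that depends on abundance, and the gene table of these was used only as an alternative. A list of clusters deposited by the authors gives, from the values, each cluster's mean CPM over the libraries. These means summed to 987733.3, so that 98.8% of the tags of a library lay inside the listed clusters. Signal tracks named in the labels were not used here. Library totals over genes ran from 9665353 to 21760682 tags. A CPM in the text was computed from the raw counts with the library total multiplied by its TMM scaling factor. The floor of a library was set at 3 counts, which corresponded to 0.138 to 0.310 CPM by library totals without the TMM factor. The lower bounds given for mfm3 used floors with the factor. Intervals and floors cover counting error only, since sequenced tags without molecular identifiers are not independent molecules.

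Coordinates are those of the authors' cluster list, counted from 1. The build was settled from the data by comparing cluster peaks with the reference ASM294v3. A pyrimidine-purine step, the usual sequence at a start site, lay at 85.1% of the 13003 peaks, against 4.71% when the peaks were moved by −1 bp and 2.84% when they were moved by 1 bp, and no cluster ran past the end of its chromosome. Of the 5886 genes, 5830 were matched to the annotation by locus tag and 7 by an older tag, 49 had no match, and 4206 had a symbol. Each gene's clusters were recovered as the set whose counts summed to the gene's counts in all 15 libraries. This gave a set for 5886 genes, in 5875 of them a run of neighbouring clusters. In total, 11350 clusters belonged to a gene and 1653 to none, 3186 genes had at least 2 TSSs, and 10 was the most in a gene. Each cluster was classed by its peak, first as lying within 100 bp of an annotated mRNA 5′ end on the same strand and otherwise by the annotated feature. To find genes whose tags could be shared with a copy, the first 27 nt of each gene's main TSS were searched in the genome with up to 2 mismatches. Near copies were found for 18 of 5886 genes, among them mfm1 and mfm3, and the split of tags between such copies is uncertain. Of the listed clusters, 0 had an exact copy of the first 27 nt elsewhere, so only near copies could be found.

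Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit with robust dispersion, TMM scaling, filterByExpr by group, Benjamini-Hochberg adjustment, threshold 0.05). All 15 libraries of the 5 groups entered one fit and shared one estimate of the spread. The contrasts were nitrogen starvation against EMM, heat against YES, H2O2 against YES, EMM against YES and heat against H2O2. The same test was run on the TSS clusters. TSS usage, that is the share of a gene's tags that start at each TSS, was tested with edgeR's diffSpliceDGE in the 1702 genes with at least 2 TSSs that each held at least 10% of the gene's tags in 1 group. The p-values per TSS were combined per gene by Simes' method. The low-count filter removed no gene and no cluster, since every cluster reached 1 CPM in at least 3 libraries.

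There were 7 gene lists, comprising 211 matched symbols out of 212 asked for, with no gene in more than one list. They were chaperones (12 genes), oxidative defence (10), core stress (9), mating and nitrogen (15), thiamine (5), amino acid biosynthesis (29) and ribosomal proteins (131). Each was tested in 4 contrasts with limma 3.58.1 (camera, preset correlation 0.01, on voom values) and adjusted over the 28 tests. Results with fry and with an estimated correlation stand beside it. Heat and H2O2 share the YES controls. The correlation of their fold changes was therefore set beside that of 20 simulated pairs of unchanged groups. Each pair shared YES controls, which were also simulated from the real YES means. The genes named in each contrast were the 3 largest increases and the 3 largest decreases among genes with an adjusted p under 0.05, a mean of at least 10 CPM over the libraries compared and no overlap between the groups. To these came 10 fixed marker genes and, for TSS usage, the genes with the smallest adjusted p among those whose most used TSS differed between the groups. One gene that met the rule for named genes is not reported here. Where another gene is named, the text says that it was chosen after its values were seen.

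Replicates were compared before they were averaged. Pearson's r of log2 CPM across genes was 0.968 to 0.994 within groups and 0.729 to 0.970 between groups. Every replicate pair differed by more than counting noise (chi-square per degree of freedom 18.2 to 172). Since tags are not independent molecules, this cannot tell separate cultures from repeat libraries of one culture. Each library was counted as its own replicate from the labels. The common biological coefficient of variation was 0.184 for genes and 0.194 for TSSs. TMM factors were 1.27 to 1.33 in the nitrogen-starved libraries and 0.805 to 1.02 in the others. The top gene took 2.98% to 6.66% of a library's tags and the top 10 genes 16.6% to 23.1%. The procedures were tested on simulated data drawn from the real means and library sizes. Of 200 genes changed 3-fold, 179 were recovered with 6 false calls among 5886 genes. Of 200 TSSs changed 3-fold, 122 were recovered with 8 false calls among 13003. Of 199 genes with usage changed 2-fold, 162 were recovered with 4 false calls among 1602 genes, and changes of whole genes gave 0 usage calls in 1594 genes. Unchanged gene lists gave 1 false call over 20 simulations, and 1 raised list was recovered. The simulated genes were drawn independently of each other. The false calls of the list test under correlation between genes were therefore not tested.

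The groups, contrasts, tests, gene lists, rule for named genes and alternatives were fixed before the data were examined, except 4 alternatives that were added later and are described as such. The alternatives were RLE scaling, library totals alone, no low-count filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, the authors' log2 gene values with limma, a fit of only the libraries compared, the replicate number as a block, a minimum change of 1 on the log2 scale, other share limits and the F test for TSS usage, and leaving out each library in turn.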

Results

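Start-site tags were counted in 15 CAGE libraries, 3 each from unstressed EMM cultures, nitrogen-starved cultures, unstressed YES cultures, H2O2-treated cultures and heat-shocked cultures. The total of tags over 5886 genes was 15059196, 18135175 and 20672110 in EMM libraries 1 to 3, and 19684689, 13582329 and 19576399 in the nitrogen-starved libraries. The totals were 9665353, 11344265 and 18851713 in YES, 14384869, 21760682 and 21426198 after H2O2, and 11607432, 16338911 and 17824486 after heat. YES library 1 was the smallest and had the highest floor, 0.310 CPM for 3 counts by its total without the TMM factor. The most abundant gene was thi2 in each EMM and nitrogen-starved library, and pdc101 or tdh1 in each library from YES.

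The 13003 TSS clusters had a median width of 181 bp, with quartiles of 115 and 316 bp and a range of 1 to 4144 bp. Clusters within 100 bp of an annotated mRNA 5′ end numbered 4649, which was 35.8% of the clusters, and they held 95.4% of all tags. Clusters in coding exons numbered 2632 (20.2%) with 1.21% of the tags, and clusters in noncoding genes or pseudogenes numbered 2903 with 1.20% of the tags. The remaining clusters were antisense to a protein-coding gene (697), in a 5′ UTR (381), in a 3′ UTR (277), in an intron (123) or elsewhere (1341). A pyrimidine-purine step lay at the peak of 97.8% of the clusters at mRNA 5′ ends and of 48.1% of those in coding exons. The other classes lay between, from 79.5% of the antisense clusters to 96.9% of the clusters elsewhere. Of the 5886 genes, 2700 had a single TSS and 3186 had at least 2.

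The first principal component of the log2 CPM of all genes held 56.03% of the variance and separated the nitrogen-starved libraries from the rest. The second held 23.1% and ordered the groups from EMM through YES and H2O2 to heat, apart from the nitrogen-starved libraries, which lay between H2O2 and heat. The third held 7.77%. The 3 libraries of each group lay together in the plot of these components.

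**Figure D1:**
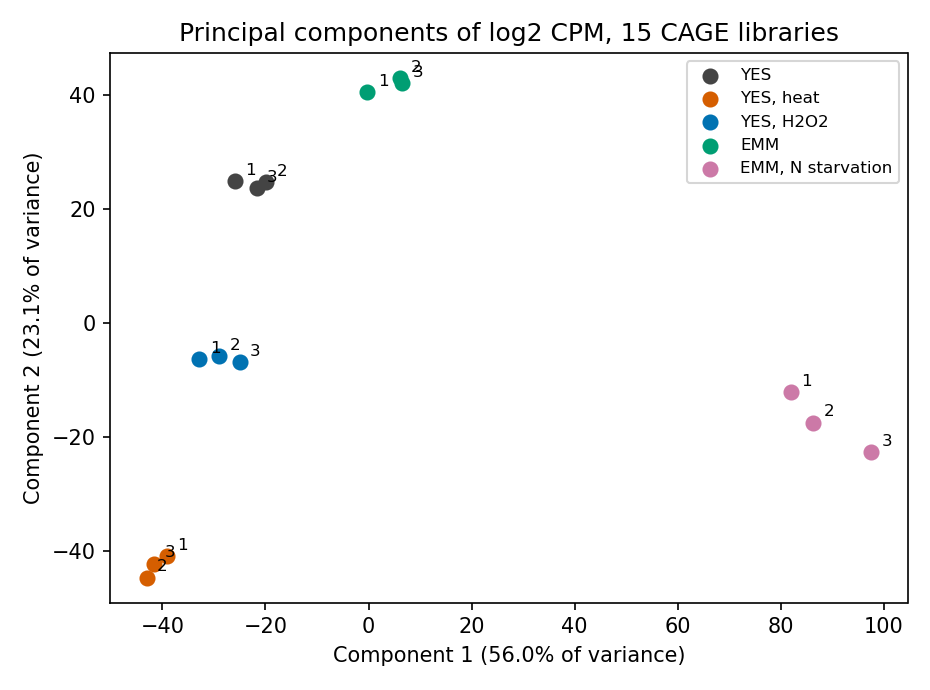
Principal component 1 (56.03% of the variance) against component 2 (23.1%) of log2 CPM of all genes, with each point a library numbered by replicate and coloured by group. The 3 nitrogen-starved libraries stand apart on component 1.

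The first comparison asked which genes change when cells growing in EMM lose their nitrogen source. In nitrogen starvation against EMM, 4039 of 5886 genes (68.6%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 2100 higher and 1939 lower, with 4209 genes at an unadjusted p under 0.05. The alternative that moved this count most was a minimum change of 1 on the log2 scale, under which 2224 genes passed, 1305 higher and 919 lower. Scaling by library totals alone shifted the median log2 change of all genes from 0.04 to 0.49 and the share of higher genes among those called from 52.0% to 73.0%, so the directions given here are relative to TMM scaling.

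The 3 largest increases that met the rule for named genes were SPAC869.04, mfm3 and SPAC869.03c. In this and each later set of genes named by that rule, all 3 libraries of one group lay above all 3 of the other. SPAC869.04, whose main TSS cluster lies at an mRNA 5′ end on the minus strand of chromosome I (5511378–5512516), had 1941 ± 306 CPM in starvation and 0.906 ± 0.686 CPM in EMM (SD, n = 3). Its log2 change was 11.04 ± 0.52 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 2.05e-10) and 11.83 without EMM replicate 2. The neighbouring SPAC869.03c (mRNA 5′ end, plus strand, 5512573–5514499) had 2915 ± 878 against 1.97 ± 0.992 CPM, a log2 change of 10.51 ± 0.42 (edgeR adjusted p 3.96e-11). Both genes lie within 100 kb of the chromosome end. mfm3 (SPBPJ4664.03, mRNA 5′ end, chromosome II, 700118–700404, plus strand) was at or under 3 counts in each EMM library and had 15.9, 33.6 and 487 CPM in the starved libraries. It was at least 834-fold higher (edgeR adjusted p 1.68e-05) by the mean of the starved libraries, but at least 115-fold without starved replicate 3, where its fitted log2 change was 8.19. mfm3 has a near copy in the genome, so its level is uncertain.

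The 3 largest decreases were those of SPBPB10D8.02c, a noncoding RNA gene of the SPNCRNA series and adg1. SPBPB10D8.02c (mRNA 5′ end, chromosome II, 84964–85662, minus strand) had 1.16 ± 0.712 CPM in starvation against 95.3 ± 3.54 in EMM (SD, n = 3), a log2 change of −6.43 ± 0.26 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 4.02e-11). The noncoding RNA gene (SPNCRNA, chromosome II, 4426237–4426568, plus strand) had 0.419 ± 0.391 against 20.4 ± 0.882 CPM, a log2 change of −5.74 ± 0.32 (edgeR adjusted p 1.28e-09) that was −6.64 without starved replicate 2. adg1 (SPAPJ760.03c, mRNA 5′ end, chromosome I, 5266033–5266817, minus strand) had 25.7 ± 8.61 against 564 ± 33.4 CPM, a log2 change of −4.46 ± 0.20 (edgeR adjusted p 1.59e-10).

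The next comparison asked for the response to 15 min at 39 °C. In heat against YES, 2487 genes (42.3%) passed in edgeR's quasi-likelihood test, 1304 higher and 1183 lower, and 2910 had an unadjusted p under 0.05. Library totals alone shifted the median log2 change from −0.03 to −0.21 and the share of higher genes from 52.4% to 36.7%, while a minimum change of 1 left 1044 genes, 64.1% of them higher. The noncoding RNA gene at 1725693–1725819 (SPNCRNA, chromosome I, minus strand) had 25.4 ± 6.53 CPM after heat and 0.108 ± 0.104 in YES (SD, n = 3). This YES mean lies under the floor of each YES library, with 1, 0 and 4 counts in libraries 1 to 3. Its fitted log2 change was 7.58 ± 0.47 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 5.79e-09) and 8.78 without YES replicate 3. The size of this change is uncertain, since YES replicates 1 and 2 were under 3 counts. A second noncoding RNA gene (SPNCRNA, chromosome I, 599095–599283, minus strand) had 62.4 ± 11.03 against 0.640 ± 0.320 CPM, a log2 change of 6.48 ± 0.32 (edgeR adjusted p 6.17e-10) that was 7.08 without YES replicate 3. hsp16 (SPBC3E7.02c, mRNA 5′ end, chromosome II, 2660903–2661227, minus strand) had 4946 ± 873 against 71.2 ± 14.4 CPM, a log2 change of 6.12 ± 0.22 (edgeR adjusted p 4.35e-11). Among the decreases, pho84 (SPBC8E4.01c, mRNA 5′ end, chromosome II, 4443688–4444826, plus strand) went from 946 ± 260 to 76.6 ± 17.9 CPM, a log2 change of −3.63 ± 0.34 (edgeR adjusted p 6.15e-07). fip1 (SPAC1F7.07c, mRNA 5′ end, chromosome I, 4234673–4234817, minus strand) went from 52.4 ± 2.79 to 7.95 ± 0.601 CPM, a log2 change of −2.72 ± 0.17 (edgeR adjusted p 5.61e-09).

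The response to 0.5 mM H2O2 for 15 min involved fewer genes. In H2O2 against YES, 1180 of 5886 genes passed in edgeR's quasi-likelihood test, 663 higher and 517 lower, with 1791 at an unadjusted p under 0.05 and 493 at a minimum change of 1 on the log2 scale. osr1 (SPCC663.06c, mRNA 5′ end, chromosome III, 1645897–1645958, minus strand) had 458 ± 204 CPM after H2O2 and 4.04 ± 0.851 in YES (SD, n = 3). Its log2 change was 6.85 ± 0.36 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 2.30e-09). The annotated pseudogene SPCC18B5.02c (mRNA 5′ end class, chromosome III, 718748–718960, minus strand) had 318 ± 49.5 against 3.10 ± 0.289 CPM, a log2 change of 6.69 ± 0.22 (edgeR adjusted p 2.25e-11). SPCC663.08c (mRNA 5′ end, chromosome III, 1648778–1648867, minus strand) had 2981 ± 1202 against 32.0 ± 4.51 CPM, a log2 change of 6.55 ± 0.31 (edgeR adjusted p 9.61e-10). Among the largest decreases were those of pho84, also named after heat, and of mei2. pho84 had 80.8 ± 26.3 CPM, a log2 change of −3.55 ± 0.34 (edgeR adjusted p 1.86e-06). mei2 (SPAC27D7.03c, mRNA 5′ end, chromosome I, 4513905–4515256, minus strand) went from 31.6 ± 0.769 to 6.45 ± 1.20 CPM, a log2 change of −2.30 ± 0.27 (edgeR adjusted p 1.70e-05).

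The unstressed media were compared to show what growth medium alone changes. In EMM against YES, 776 genes (13.2%) passed in edgeR's quasi-likelihood test, 350 higher in EMM and 426 lower, with 1449 at an unadjusted p under 0.05 and 387 at a minimum change of 1 on the log2 scale. The largest increases were in the thiamine-regulated genes nmt1 and thi2. nmt1 (SPCC1223.02, mRNA 5′ end, chromosome III, 1838165–1839524, plus strand) had 11239, 2971 and 4998 CPM in the EMM libraries and 29.7, 1.60 and 1.61 CPM in the YES libraries. Its log2 change was 9.28 ± 1.08 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 2.20e-05), 11.95 without YES replicate 1 and 8.60 without EMM replicate 1. thi2 (SPBC26H8.01, mRNA 5′ end, chromosome II, 3939918–3941275, plus strand) had 63537 ± 3863 CPM in EMM (SD, n = 3) and 201, 92.7 and 48.4 CPM in YES, a log2 change of 9.13 ± 0.47 (edgeR adjusted p 2.08e-09) that was 9.82 without YES replicate 1. SPBC23G7.13c (mRNA 5′ end, chromosome II, 2125230–2125500, minus strand) had 74.9 ± 5.97 against 1.23 ± 0.159 CPM, a log2 change of 5.92 ± 0.19 (edgeR adjusted p 2.25e-11). Lower in EMM were alr2 (SPBC359.02, chromosome II, 107548–107993, plus strand), with 0.468 ± 0.220 against 68.6 ± 3.88 CPM, and ctr4 (SPCC1393.10, chromosome III, 817799–818121, plus strand), with 12.8 ± 3.87 against 723 ± 154 CPM. Their log2 changes were −7.22 ± 0.49 (edgeR adjusted p 4.54e-08) and −5.82 ± 0.43 (edgeR adjusted p 9.75e-08), and their main TSSs lay outside the 100 bp window around an annotated mRNA 5′ end and in no annotated feature. eno102 (SPBPB21E7.01c, mRNA 5′ end, chromosome II, 59205–59722, minus strand) had 1.45 ± 0.180 against 43.7 ± 5.50 CPM, a log2 change of −4.92 ± 0.25 (edgeR adjusted p 2.00e-09).

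**Figure D2:**
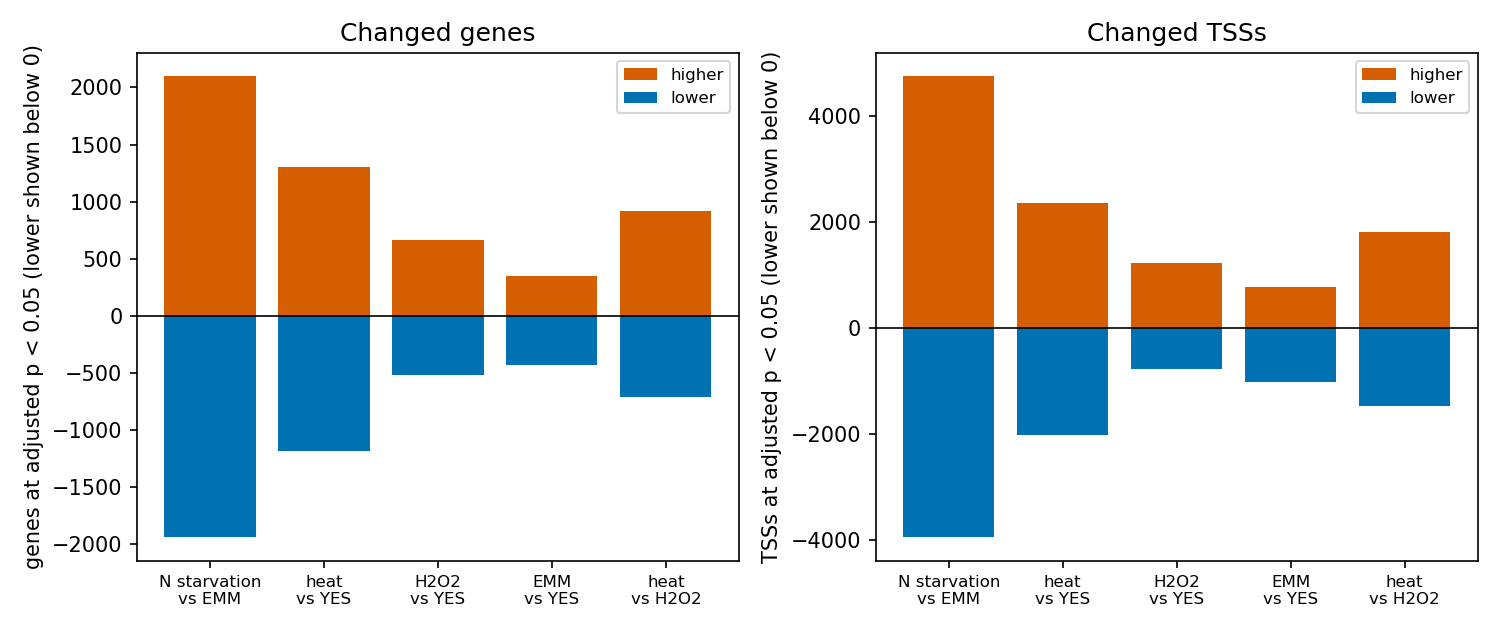
Number of genes and of TSS clusters higher or lower at an edgeR adjusted p under 0.05 in each of the 5 contrasts, as bars starting at 0. Nitrogen starvation against EMM has the most calls, 4039 genes and 8696 TSSs.

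Heat and H2O2 were also compared directly, where the shared control cancels. In heat against H2O2, 1629 genes (27.7%) differed in edgeR's quasi-likelihood test, 923 higher after heat and 706 lower, with 2224 at an unadjusted p under 0.05. A minimum change of 1 on the log2 scale left 610 genes, 381 higher and 229 lower. Under library totals alone the median log2 difference moved from near 0 to −0.20 and the share of higher genes from 56.7% to 31.6%. Against YES, 893 genes were called in both stresses with the same sign, where 251 would be expected of independent lists, and 43 were called with opposite signs. Across genes, the fold changes of heat and H2O2 had a Pearson r of 0.58 and a Spearman rho of 0.62 (5886 genes, which are not independent replicates). Simulated unchanged groups against a shared control, with the YES libraries simulated as well, gave a mean r of 0.51 (0.47 to 0.53 in 20 simulations) and at most 0 genes called in both. With no response simulated, the noise of the shared control alone gives this r. The distance between 0.51 and 0.58 therefore does not measure the shared response. With separate YES libraries as controls, an alternative added after the data were seen in which the contrasts share no library, r was 0.476 to 0.505. The correlation of nitrogen starvation with heat was 0.16 and with H2O2 0.22 (Pearson).

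**Figure D3:**
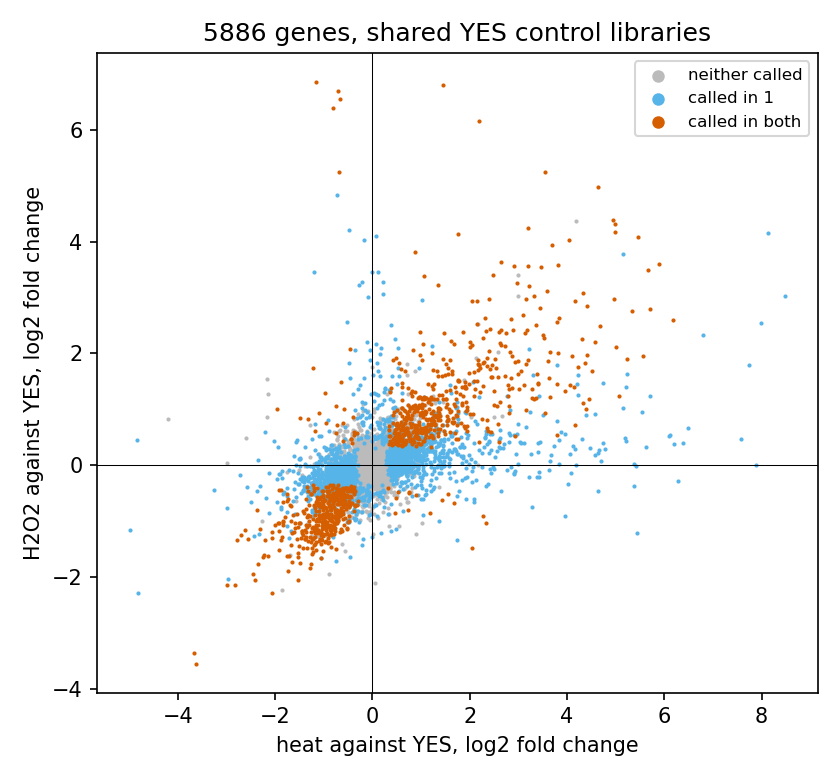
Log2 fold change of 5886 genes in heat against YES (horizontal) and in H2O2 against YES (vertical), each point a gene, coloured by whether it was called in neither, 1 or both contrasts. The Pearson r of 0.58 stands beside a mean of 0.51 for simulated unchanged groups that share a simulated YES control, where shared noise alone gives the r.

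In all 3 stresses, 489 genes changed in the same direction, 283 higher and 206 lower, where 86.6 would be expected of independent lists. The lists of heat and H2O2 were not independent. They share the YES controls and already had 893 genes of the same sign, against 251 expected. The excess over 86.6 therefore includes that overlap, and what starvation adds to it was not tested. Under library totals alone 435 did so, 366 of them among the 489, with 317 higher and 118 lower, so the split by direction depends on the scaling. The lowest count among the alternatives and fits without a library was 392, without YES replicate 1. The genes with the largest smallest increase were SPBPB21E7.02c, SPBC24C6.09c, SPBPB21E7.10, lsd90 and mag2, chosen after their values were seen. SPBPB21E7.02c rose by 5.07 in starvation, 4.64 in heat and 4.99 in H2O2 on the log2 scale, and lsd90 by 3.37, 5.66 and 3.49.

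The 10 marker genes fixed in advance were read in all groups. hsp104 had 10088 ± 2480 CPM after heat, 706 ± 99.1 after H2O2 and 300.1 ± 76.1 in YES (SD, n = 3), with log2 changes against YES of 5.07 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 1.07e-09) and 1.24 (edgeR adjusted p 9.18e-04). ctt1 had 1890 ± 211 CPM after H2O2, 585 ± 72.8 after heat and 50.0 ± 3.61 in YES, with log2 changes of 5.24 (edgeR adjusted p 4.55e-12) and 3.55 (edgeR adjusted p 8.49e-11). srx1 had 1141 ± 112 CPM after H2O2, 72.7 ± 22.3 after heat and 15.8 ± 1.93 in YES. Heat and H2O2 differed in edgeR's direct test, with a log2 difference of 3.84 for hsp104 (adjusted p 1.99e-08), −1.69 for ctt1 (adjusted p 1.18e-07) and −3.98 for srx1 (adjusted p 1.33e-09), and the groups did not overlap for these genes. gpx1 was higher after heat (1596 ± 160 CPM) than after H2O2 (501 ± 113 CPM), a log2 difference of 1.67 (edgeR adjusted p 2.54e-06). hsp16 did not pass in H2O2 against YES (log2 change 0.53, edgeR adjusted p 0.0521), but passed without YES replicate 1, where its log2 change was 0.70, and also under library totals alone (adjusted p 0.0315) and with only the 6 libraries compared (adjusted p 0.0276). For hsp16, H2O2 against YES gave an adjusted p of 0.0209 to 0.211 over the 10 alternatives and fits without 1 library.

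In nitrogen starvation, mei2 had 6280 ± 1164 CPM against 136 ± 28.1 in EMM (SD, n = 3), a log2 change of 5.52 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 1.01e-09), and ste11 had 39.9 ± 1.74 against 5.29 ± 0.525 CPM, a log2 change of 2.92 (edgeR adjusted p 4.28e-09). mfm1, which has a near copy, had 938, 2780 and 11713 CPM in the starved libraries, a log2 change of 9.75 (edgeR adjusted p 1.64e-06) that was 8.30 without starved replicate 3 and 10.82 without EMM replicate 2. nmt1 fell by 2.85 on the log2 scale (edgeR adjusted p 0.00558), and its log2 change was −2.16 without EMM replicate 1, and thi2 did not pass (log2 change −0.35, edgeR adjusted p 0.358, and 0.10 under library totals alone), although its 49814 ± 3454 CPM in starvation lay under the 63537 ± 3863 CPM in EMM without overlap. After heat and after H2O2, nmt1 did not pass (edgeR adjusted p 0.128 and 0.114), and its log2 changes of −1.86 and −2.24 became 0.81 and 0.43 without YES replicate 1. It passed in heat without YES replicate 2 (edgeR adjusted p 0.0475) or 3 (0.0397), and in H2O2 without YES replicate 2 (0.0468) or 3 (0.0387). In H2O2, thi2 and ste11 passed, with log2 changes of −1.28 (edgeR adjusted p 0.0135) and −0.75 (edgeR adjusted p 0.0151). Neither passed without YES replicate 1 (edgeR adjusted p 0.0965 and 0.0601) or with only the 6 libraries compared (0.0715 and 0.0776).

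**Figure D4:**
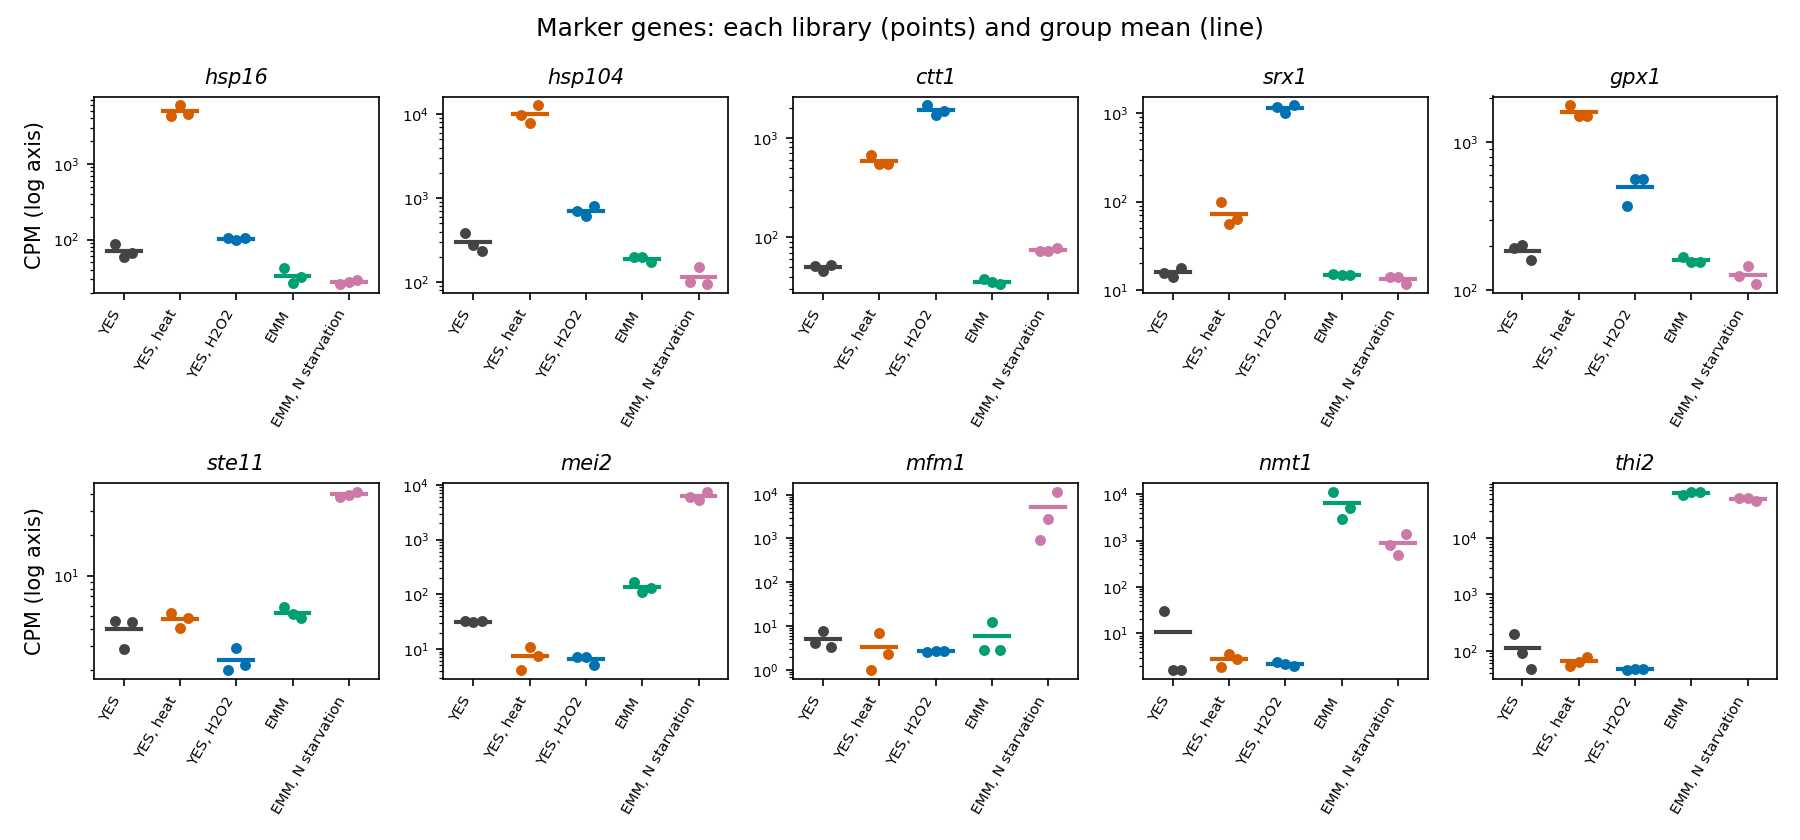
CPM of the 10 marker genes in each library on a log axis, with a point per library and a line at the mean of each group of 3. hsp104 reaches a mean of 10088 CPM after heat, and mfm1 spans 938 to 11713 CPM in the nitrogen-starved libraries.

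Of the 28 tests of gene lists with limma's camera, 17 passed an adjusted p of 0.05, of which 14 also passed with fry and 7 with an estimated correlation. Those 7 were mating and nitrogen in starvation and in EMM, chaperones in heat, oxidative defence in H2O2, core stress in heat and in H2O2, and thiamine in EMM. In starvation the 15 mating and nitrogen genes had a median log2 change of 3.25 (camera adjusted p 5.80e-09), with 15 called higher over all genes and 15 adjusted over the list alone. mfm3 lay above this median both at its fitted value and at its lower bound. The 131 ribosomal protein genes had a median of −1.79 (camera adjusted p 6.00e-27), with 126 lower over all genes and 126 adjusted over the list alone. The amino acid biosynthesis genes had a median of −1.35 (camera adjusted p 3.71e-06), with 23 lower and 3 higher, or 27 adjusted over the list alone. The chaperones had a median of −0.99 (camera adjusted p 0.00491), with 10 lower and 1 higher, or 11 adjusted over the list alone. Library totals alone raised the median of every list in this contrast, that of the chaperones to −0.54. The oxidative defence, core stress and thiamine lists did not pass in starvation (camera adjusted p 0.385, 0.156 and 0.105), with medians of −0.26, 0.88 and −2.31, and the first of these was 0.19 under library totals alone. The core stress median was 0.49 without starved replicate 3 and 1.33 under library totals alone. The oxidative defence, core stress and thiamine lists had 6, 5 and 3 genes called over all genes, and as many (6, 5 and 3) adjusted over the list alone.

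In heat, the 12 chaperones had a median log2 change of 2.34 (limma camera, Benjamini-Hochberg adjusted p 1.16e-10) and the 9 core stress genes 2.80 (camera adjusted p 3.17e-07), with 12 and 9 called higher over all genes and 12 and 9 adjusted over the list alone. The oxidative defence list had a median of 0.14 (camera adjusted p 0.0449), which was −0.04 under library totals alone, with 4 genes higher and 2 lower, or 6 adjusted over the list alone. Its median was 0.22, 0.06 and 0.24 without heat replicates 1, 2 and 3, and its adjusted p was 0.0644 without heat replicate 2. The ribosomal protein list had a median of −0.16 (camera adjusted p 0.0131), with 19 lower and 2 higher over all genes but 6 adjusted over the list alone, and its adjusted p was 0.202 without YES replicate 1, where its median was −0.07, and 0.0776 without heat replicate 1. Its median was −0.25 without YES replicate 3 and −0.33 under library totals alone, which lowered the median of every list in heat. The mating, thiamine and amino acid lists did not pass in heat (camera adjusted p 0.227, 0.169 and 0.105). Their medians were −0.38, −0.29 and −0.18, with 8, 1 and 10 genes called over all genes and 8, 1 and 10 adjusted over the list alone. The mating median was −0.21 without YES replicate 3 and −0.17 without heat replicate 1. The thiamine median was −0.11, −0.65 and −1.10 without YES replicates 1, 2 and 3, and −0.49 without heat replicate 2. The amino acid median was −0.10 without YES replicate 2 and −0.11 without heat replicate 2.

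In H2O2, the 10 oxidative defence genes had a median log2 change of 3.51 (limma camera, Benjamini-Hochberg adjusted p 1.44e-15) and the core stress genes 1.46 (camera adjusted p 8.54e-08), each with 8 called higher over all genes and 8 adjusted over the list alone. The chaperones had a median of 0.47 (camera adjusted p 0.00314), with 4 higher, or 5 adjusted over the list alone. The ribosomal protein list had a median of −0.20 (camera adjusted p 2.05e-04), with 3 lower over all genes and 0 adjusted over the list alone, and 25 of 131 members without overlap between the groups, where chance gives 10%. Its median was −0.11 without YES replicate 1. The mating, thiamine and amino acid lists did not pass (camera adjusted p 0.971, 0.252 and 0.259). Their medians were 0.15, −0.65 and −0.13, with 6, 2 and 0 genes called over all genes and 6, 2 and 0 adjusted over the list alone. The mating median was 0.04 and −0.09 without YES replicates 1 and 3, and −0.11 without H2O2 replicate 2. Without YES replicate 1 the thiamine median was near 0. The amino acid median was −0.08 without YES replicate 1 and also without YES replicate 3, and −0.06 without H2O2 replicate 3.

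In EMM against YES, the 5 thiamine genes had a median log2 change of 2.45 (limma camera, Benjamini-Hochberg adjusted p 7.69e-12), with 5 higher over all genes and 5 adjusted over the list alone. The mating and nitrogen list had a median of 0.84 (camera adjusted p 3.51e-10), with 7 higher, or 9 adjusted over the list alone, and a median of 0.55 without YES replicate 3. The chaperones and the core stress genes were lower, with medians of −0.43 and −0.53 (camera adjusted p 0.00314 and 0.00378), each with 3 lower over all genes and 4 adjusted over the list alone. The ribosomal protein list had a median of −0.21 (camera adjusted p 0.00714), with 0 called over all genes and 0 over the list alone, 27 of 131 members without overlap where chance gives 10%, and an adjusted p of 0.344 and a median of −0.09 without YES replicate 1. The oxidative defence and amino acid lists did not pass (camera adjusted p 0.255 and 0.457), with medians of 0.15 and −0.11, 3 and 5 genes called over all genes, and 3 and 7 adjusted over the list alone. The oxidative median was 0.07 without EMM replicate 1, and the amino acid median −0.18 and −0.06 without EMM replicates 1 and 2 and −0.07 without YES replicate 1. The marker genes are members of these lists.

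At the level of single TSSs, 8696 of 13003 clusters (66.9%) changed in nitrogen starvation in edgeR's quasi-likelihood test, 4752 higher and 3944 lower. Heat changed 4372 (2365 higher, 2007 lower), H2O2 2000 (1226 higher, 774 lower), EMM against YES 1784 (777 higher, 1007 lower) and heat against H2O2 3291 (1819 higher, 1472 lower). The alternative that moved the starvation count most was a minimum of 10 counts in every library, which left 7096 clusters to test and 4611 called. Library totals alone moved the share of higher TSSs from 54.6% to 72.9% in starvation, from 54.1% to 40.3% in heat and from 43.6% to 33.0% in EMM against YES. It moved the median log2 change from 0.10 to 0.58 in starvation and from −0.03 to −0.20 in heat. Of the changed TSSs in starvation, 6451 belonged to genes that also changed, 572 of them in the opposite direction to the gene, 999 to genes that did not pass and 1246 to no gene. In heat, 687 changed TSSs lay in genes that did not pass, in H2O2 383 and in EMM against YES 535. At mRNA 5′ ends 40.7% and in coding exons 39.7% of the changed TSSs were higher in starvation, against 71.0% in noncoding genes or pseudogenes and 77.6% of those elsewhere.

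To ask whether genes shift between start sites, TSS usage was tested in 1702 genes with 4058 TSSs. Usage changed in 1012 genes in nitrogen starvation, 543 in heat, 206 in H2O2, 314 in EMM against YES and 520 in heat against H2O2 (edgeR diffSpliceDGE with Simes' method, Benjamini-Hochberg adjusted). The numbers at an unadjusted p under 0.05 were 1061, 652, 322, 446 and 613. In proportion, the starvation count moved most with the removal of clusters in coding exons, chosen after the data were seen, which left 1226 genes to test and 734 called, while a share limit of 5% tested 2195 genes and called 1325. A share changed by more than 20 percentage points in 492, 260, 91 and 141 genes in the 4 contrasts against a control or medium. The most used TSS differed between the group means in 246, 146, 51 and 79 genes. Of the genes with changed usage, 258, 206, 91 and 158 did not pass the test of the whole gene's level.

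In nitrogen starvation, the named genes were SPBPB7E8.01 (edgeR diffSpliceDGE, Benjamini-Hochberg adjusted Simes p 7.39e-27) and SPAC9E9.02 (adjusted Simes p 9.67e-23). At SPBPB7E8.01 on chromosome II, the TSS at 3492134–3492327 (plus strand, outside annotated features) held 51.2% ± 4.37 of the gene's tags in starvation and 0.849% ± 0.019 in EMM (SD, n = 3). The TSS at its mRNA 5′ end (3493821–3494387) went from 86.5% ± 2.76 to 42.8% ± 4.59. At SPAC9E9.02 on chromosome I, the TSS at the mRNA 5′ end (4435397–4435974, minus strand) held 92.2% ± 1.01 in starvation and 7.26% ± 1.63 in EMM, where this TSS had a mean of 7 tags per library. The TSS at 4436804–4436901 went from 50.5% ± 2.39 to 0.092% ± 0.023. In heat, wat1 (SPBC21B10.05c, adjusted Simes p 2.56e-16) shifted from its mRNA 5′ end on chromosome II (1662772–1663030, plus strand; 98.6% ± 0.306 in YES, 44.0% ± 11.1 in heat) to a TSS in a coding exon (1663051–1663460; 1.41% ± 0.306 to 56.02% ± 11.1). SPAC22A12.14c (adjusted Simes p 4.54e-16) shifted from its mRNA 5′ end on chromosome I (1182307–1182556, minus strand; 95.8% ± 0.931 to 16.4% ± 1.44) to a TSS in a coding exon (1181719–1181981; 4.17% ± 0.931 to 83.6% ± 1.44).

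In H2O2, pep7 (SPAC17G6.08; edgeR diffSpliceDGE, Benjamini-Hochberg adjusted Simes p 1.21e-11) shifted from its mRNA 5′ end on chromosome I (3601659–3601766, plus strand; 92.9% ± 1.74 in YES, 22.8% ± 5.26 in H2O2; SD, n = 3) to a TSS in a coding exon (3601872–3602556; 7.08% ± 1.74 to 77.2% ± 5.26). tnr3 (SPAC6F12.05c, adjusted Simes p 2.94e-11) gained a TSS on chromosome I (1320488–1320652, minus strand, antisense to a protein-coding gene) that held 46.6% ± 2.95 in H2O2. In YES this TSS held 2.31% ± 2.05, from a mean of 2.67 tags per library. In EMM against YES, SPAC644.09 (adjusted Simes p 5.64e-17) used a TSS in an intron on chromosome I (2689763–2690088, plus strand) for 72.9% ± 1.59 of its tags in EMM and 1.63% ± 0.312 in YES. Its mRNA 5′ end (2689540–2689716) held 27.1% ± 1.59 in EMM and 98.4% ± 0.312 in YES. dgc1 (SPAC5H10.01, adjusted Simes p 1.77e-15) started at its mRNA 5′ end on chromosome I (146816–146917, plus strand) for 92.9% ± 2.09 of its tags in EMM and 1.01% ± 1.13 in YES, a mean of 0.667 tags per library there. In YES a TSS in a coding exon (146983–147243) held 59.6% ± 5.46 of its tags and in EMM 5.23% ± 1.37. The direction of these shifts held in all 3 libraries of each group. These TSSs in coding exons belong to the class with a pyrimidine-purine step at 48.1% of its peaks. Those of wat1, SPAC22A12.14c and pep7 became the most used TSS downstream of the old one. Of the 62 such TSSs in coding exons, 95.2% had the step.

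**Figure D5:**
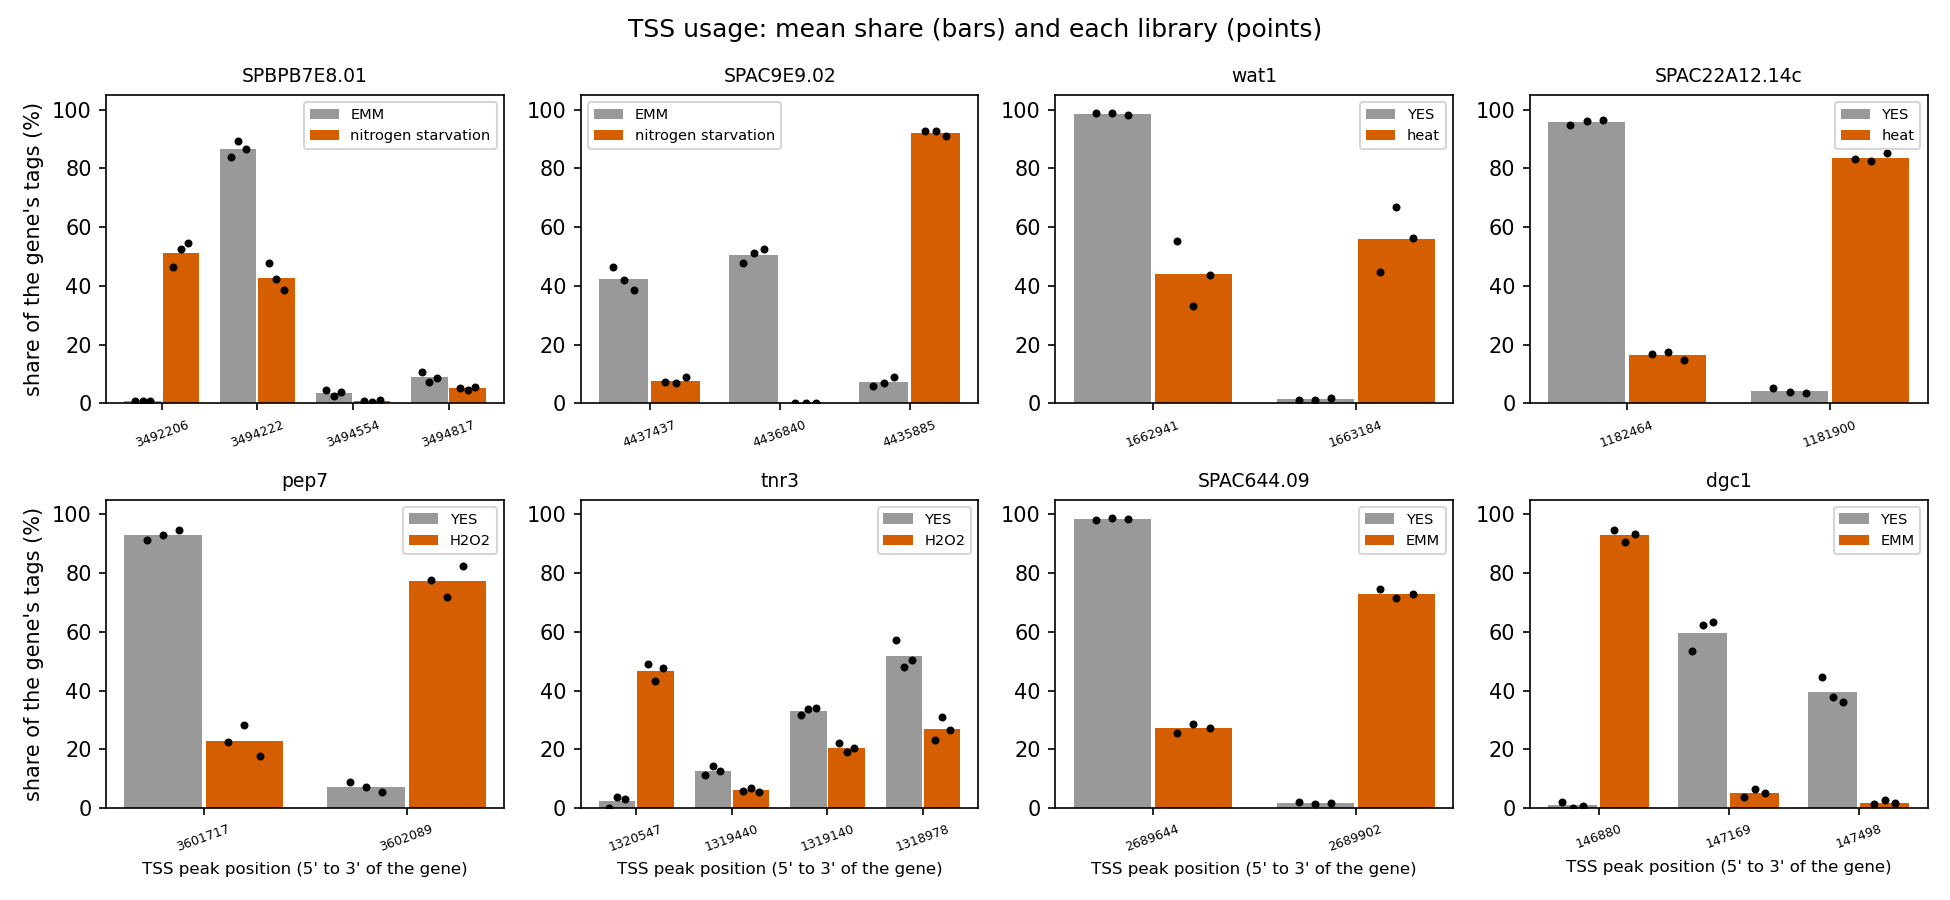
Share of each gene's tags (percent) that start at each TSS, labelled by peak position, for the 8 genes named for TSS usage, with bars at the group mean and points for the 3 libraries of each group. In wat1 the TSS in a coding exon goes from 1.41% in YES to 56.02% after heat.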

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

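The tests of the pyrimidine-purine step and of the most abundant clusters were chosen before their results were seen, and the tests of the scaling factor and of library size were chosen after.

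Tags in clusters that belong to no gene, which the comparisons of genes do not use, were more frequent in nitrogen starvation than in the control libraries. They made up 0.724% ± 0.042 of the tags in starvation and 0.229% ± 0.011 in EMM (SD, n = 3), a ratio of 3.16. All 3 starved libraries lay above all 3 EMM libraries, and the exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 can give. The share was 0.231% to 0.261% in YES, 0.276% to 0.285% in H2O2 and 0.241% to 0.335% in heat. Of the 1653 such clusters, 855 were higher and 391 lower in starvation (edgeR quasi-likelihood, adjusted p under 0.05). The 3 most abundant in the starved libraries, chosen after their values were seen, lay in noncoding genes or pseudogenes. On chromosome II, 375372–375876 (minus strand) had 270.2 ± 15.8 CPM in starvation and 1.76 ± 0.305 in EMM, a log2 change of 7.27 (edgeR adjusted p 9.54e-14). On chromosome I, 5491130–5491429 (plus strand) had 179 ± 22.1 against 15.9 ± 2.96 CPM, a log2 change of 3.49 (edgeR adjusted p 1.83e-10). On chromosome II, 214656–214935 (minus strand) had 146 ± 17.2 against 34.1 ± 11.03 CPM, a log2 change of 2.09 (edgeR adjusted p 1.15e-06).

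The tables argue against uncapped RNA, a few abundant clusters and library size as the cause. Ends of uncapped or degraded RNA should lack the sequence of a start site, but 96.3% of the risen clusters had a pyrimidine-purine step at their peak, against 97.8% of clusters at mRNA 5′ ends and 48.1% of those in coding exons. The clusters that fell had the step less often (68.3%). A few abundant clusters did not account for the rise, since without the 10 most abundant the lowest starved library still had 0.552%, above the highest EMM library at 0.224%. The test of a scaling factor decides nothing about the share, which is computed from raw tags, and it describes only the calls of single clusters, of which 304 of 1280 (23.8%) were lower without scaling factors. Library size differed little, with a ratio of mean totals of 0.986. The share is relative, so it cannot tell a rise of these RNAs from a fall of the other capped RNAs. What remains open is a change in transcription or in stability, of either, during starvation. The rise was not particular to clusters of no gene. Over all clusters, the share in 5′ UTRs went from 0.373% in EMM to 1.47% in starvation, that of clusters elsewhere from 0.692% to 2.499%, and that in noncoding genes or pseudogenes from 0.716% to 2.098%. The share in introns went from 0.0278% to 0.0817% and that in 3′ UTRs from 0.0634% to 0.183%, while that at mRNA 5′ ends fell from 97.03% to 91.9%. The rise was weaker in coding exons (0.954% to 1.52%) and in antisense clusters (0.147% to 0.295%). Of the changed clusters in coding exons, 39.7% were higher in starvation, against 40.7% at mRNA 5′ ends. A rise, relative to other tags, of capped transcripts away from the annotated mRNA 5′ ends and outside coding exons is thus a hypothesis. It was found and tested on the same libraries. The rule that kept clusters out of genes is not stated in the labels.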

How the results depend on the processing

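The alternatives were fixed before the data were examined, except 4 that were added after, namely the first component of the deviations as a covariate, the level of vps10 as a covariate, separate YES controls, and TSS usage without clusters in coding exons.

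The counts of changed genes stayed within 1.5 times the reported ones under the other scalings, filters and tools tried, the fit of only the libraries compared, the replicate block and the vps10 covariate. They ran from 3567 to 4081 in nitrogen starvation, 2230 to 2695 in heat, 1102 to 1302 in H2O2 and 627 to 929 in EMM against YES, with the minimum of 10 counts or the replicate block lowest and library totals alone or DESeq2 highest. In heat against H2O2 they ran from 1431 to 1812. For this contrast the fit of only the libraries compared and the authors' log2 values were not run. The component covariate is drawn from the spread within groups, so that fitting it lowers that spread and raises the calls by construction, and its counts say nothing about stability. The genes themselves changed more than the counts. Of the 4039 in starvation, 3994 were among the 4079 called by DESeq2, but 3200 among the 4081 called with library totals alone and 3214 among the 3815 called from the authors' log2 values. A minimum change of 1 on the log2 scale left 2224, 1044, 493 and 387 genes in the 4 contrasts, and 2689 TSSs in heat and 1226 in H2O2, as a stricter threshold must. A minimum of 10 counts in every library left 4611, 2738, 1326 and 904 TSSs, because it tested 7096 clusters in place of 13003. Without a low-count filter, or for TSSs with 1 CPM in at least 3 libraries, the same genes and TSSs were tested, so these settings say nothing about stability, and the median cluster width stayed at 181 bp. The vps10 covariate gave 4026, 2448, 1127, 701 and 1625 genes in the 5 contrasts. The authors' log2 values with limma gave 3815, 2596, 1218 and 843 genes.

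Library totals alone reversed the direction of 4 marker genes in nitrogen starvation that had not passed the test, hsp16 (0.18), srx1 (0.27), gpx1 (0.12) and thi2 (0.10), because the starved libraries have TMM factors of 1.27 to 1.33. Of the other values of named and marker genes under this setting, 62 kept their direction and side of the threshold, 3 passed where they had not and 1 no longer passed. With only the libraries compared, 56 kept both, 2 newly passed and 2 no longer did, and with RLE scaling all 70 kept both.

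For TSS usage in H2O2, the gene-level F test called 328 genes against 206, and all 206 were among them. Without clusters in coding exons, usage changed in 353 genes in heat against 543, with 352 of them shared and 1226 genes tested, and in 734, 155 and 234 genes in the other contrasts. Under this setting 4 of the 8 genes named for usage no longer had a pair of TSSs to test. The correlation of the fold changes of heat and H2O2 was 0.627 with at least 10 counts in every library, and 0.490, 0.505 and 0.476 with separate YES controls. Removing the shared control removes shared noise by construction, and the cause of the rise with the stricter filter was not tested.

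The gene lists depended most on the correlation between genes. With camera's correlation estimated from the data, the adjusted p rose past the threshold for chaperones in starvation (0.115; range over the alternatives from 7.69e-07), amino acid biosynthesis in starvation (0.0893; from 1.62e-08) and ribosomal proteins in starvation (0.1002; from 6.84e-41). It also rose for oxidative defence in heat (0.150; from 1.24e-08), ribosomal proteins in heat (0.624; from 0.00190), chaperones in H2O2 (0.1002; from 1.20e-04) and ribosomal proteins in H2O2 (0.543; from 7.07e-05). In EMM against YES it rose for chaperones (0.1002; from 0.00108), core stress (0.121; from 0.00322) and ribosomal proteins (0.615; from 0.00249). Fry, which asks whether a list changed at all and not whether it changed more than other genes, gave 0.233, 0.148 and 0.259 for ribosomal proteins in heat, H2O2 and EMM against YES. It passed oxidative defence (0.00400, up to 0.543 under the other settings), core stress (3.24e-05, up to 0.442) and thiamine (7.67e-06, up to 0.244) in starvation, amino acid biosynthesis in heat (0.0221, up to 0.495) and oxidative defence in EMM against YES (0.0391, up to 0.442). Library totals alone passed thiamine in starvation (0.0360) and amino acid biosynthesis in heat (0.0476). For the mating list in H2O2, far from the threshold, the direction given by the test changed with fry (0.905) and with library totals (0.921). The cause of these changes was not tested.

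Across all genes the replicate numbers did not pair the libraries, although the level of vps10 followed them in part. The correlation of deviations from the group means between libraries of the same number in the groups compared (3 pairs in each of the 5 contrasts) was −0.22 to 0.31, and over 0.1 in 5 of these 15 pairs. With the replicate number as a block, 3978, 2402, 1102, 716 and 1522 genes were called in the 5 contrasts, 8602, 4253, 1901 and 1754 TSSs, 1033, 556, 214 and 325 genes for usage, and 465 genes shared by the 3 stresses. The block changed the tested direction of the mating list in H2O2 (0.980) and no other call among the counts, lists and named genes.

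In the fits that each left out one library, genes called ran from 3754 to 3991 in starvation, 2129 to 2209 in heat, 913 to 1068 in H2O2, 528 to 720 in EMM against YES and 1203 to 1474 in heat against H2O2. TSSs ran from 8047 to 8439, 3631 to 3920, 1530 to 1794 and 1298 to 1679, and usage from 904 to 983, 465 to 503, 149 to 182 and 245 to 291. The genes shared by the 3 stresses ran from 392 to 502 and the correlation of heat and H2O2 from 0.560 to 0.598. Each of these counts stayed within 1.5 times the reported one, and fewer libraries by themselves lower most counts. The log2 change of nmt1 ran from −2.43 to 0.81 in heat and from −2.77 to 0.43 in H2O2, reversed without YES replicate 1, in which nmt1 stood at 29.7 CPM. That of srx1 in EMM against YES ran from −0.17 to 0.018 (without YES replicate 3), and that of mfm1 from −0.78 (without EMM replicate 2) to 0.72. In heat against H2O2, mfm1 ran from −0.63 and mei2 from −0.14 (both without heat replicate 2) to 0.81 and 0.51. Of the other values of named and marker genes, 397 kept their direction and call, 7 newly passed and 10 no longer passed.

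The adjusted p of the oxidative list in heat ran from 0.0305 to 0.0644 (without heat replicate 2), that of ribosomal proteins in heat from 4.65e-04 to 0.202 and in EMM against YES from 2.98e-05 to 0.344 (both without YES replicate 1), and that of the mating list in H2O2 from 0.500 to 0.975. YES replicate 1 also had the fewest tags, 9665353, and depth limited most the genes near the floor, such as mfm3 in the unstressed groups, for which only a lower bound can be given. The authors' log2 values were not tested for TSSs or for the overlap of stresses.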

Other observations

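Several tests were chosen only after the result was seen: those of near copies and abundance for the subtelomeric genes, stress state for the shared deviations, gene abundance for the coding-exon clusters, both for starved library 3, and both for vps10.

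The real grouping was compared with other splits of the same libraries. In each of the 5 contrasts, 1 of the 10 splits of the 6 libraries into groups of 3, the real one, gave as many changed genes. The same held for changed TSSs and for genes with changed usage in the 4 contrasts for which they were split, which leave out heat against H2O2, and every other split that was run gave 0 calls. With 10 splits the share cannot fall under 0.1. Groups that mix conditions also have a wide spread, which by itself can bring the calls to 0. The counts of 0 therefore do not show what chance gives. For the number of gene lists passed by camera, 8 of 10 splits gave as many in nitrogen starvation, 2 in heat, 3 in H2O2 and 2 in EMM against YES. Each other split sets 2 libraries of one condition and 1 of the other against the rest, so part of the real difference remains in it. The number of lists passed in such splits therefore does not show whether the lists are specific to the condition. Of 100 regroupings of the 15 libraries, 1, the real one, gave as many genes changed the same way in the 3 stresses. The others gave 0 and mix conditions too, so they decide nothing about chance. For the correlation of the fold changes of heat and H2O2, 46 of 100 gave as large an r, with 0.965 the largest. Regroupings put libraries of different conditions into the shared control, which by itself gives large values of r, so they do not decide whether the response is shared. With separate YES controls, and so no library in common, r was 0.476 to 0.505.

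Genes near the chromosome ends were higher in nitrogen starvation. The 80 genes within 100 kb of the ends of chromosomes I and II had a median log2 change of 1.24, with 46 higher and 16 lower in edgeR's test, against a median of 0.39 for lists matched on abundance. Their median lay at percentile 100 of 10000 matched lists, which argues against abundance. None of the 80 (0) had a near copy of its first 27 nt in the genome, which argues against tags shared with near copies. The search says nothing about exact copies, which no listed cluster had. With any one arm left out, the median stayed at or above percentile 99.9 and ran from 1.06 to 1.52. The arms differed when taken alone. The right arm of chromosome I had a median of 1.95 (percentile 100), the right arm of II 1.24 (98.7), the left arm of I 0.91 (92.0) and the left arm of II 0.31 (47.9), which did not stand apart from matched lists. Without scaling factors the median was 1.70, against 0.49 for all genes. In H2O2 the same genes had a median of 0.50 (percentile 100; 34 higher, 3 lower), in heat 0.10 (percentile 89.4; 28 higher, 15 lower) and in EMM against YES −0.58 (percentile 0; 13 higher, 30 lower). A loosening of silencing near chromosome ends in starvation is a candidate explanation, as a hypothesis that was not tested directly.

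Libraries of different groups shared part of their deviations from the group means. The first component of these deviations held 28.1% of the within-group variance, and libraries of different groups had an r of −0.63 to 0.53 between their deviations. At one end lay SPBC16A3.02c, cta3, snu2, hsp9 and exg1 and at the other ctl1 and pdi2, chosen after their values were seen. Of 5 explanations tested, the values argue against GC content, transcript length and library size. Spearman's rho of the gene loadings was 0.030 with GC content and 0.068 with transcript length (5837 genes, 99.2%), and 0.21 with abundance, each across genes, which are not independent replicates. A rho of 0.21 argues against abundance as the main cause, and a smaller part played by it stays open. The library scores had a rho of −0.029 with the library total (permutation p 0.924) and a Pearson r of −0.06 (permutation p 0.835; 0.03 without the 2 farthest libraries). The stress state of the cultures remains open. The core stress list had its median loading at percentile 0 of matched lists, but this value was known before the test was chosen. Of the other lists, chaperones lay at percentile 0.09, ribosomal proteins at 0.05, mating at 1.02, thiamine at 8.62, amino acid biosynthesis at 8.96 and oxidative defence at 16.6. The labels give no batch or day with which the scores could be compared, so handling of the cultures and of the libraries cannot be told apart. With this component as a covariate, added after the data were seen, 4302, 2860, 1495, 1042 and 2053 genes were called in the 5 contrasts, higher by construction, since the component is taken from the spread that the test uses.

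Clusters in coding exons started less often at a pyrimidine-purine step than those of any other class. If those without the step are 5′ ends cut from longer mRNAs of the same gene, their change should follow that of the gene's main TSS. In nitrogen starvation, the 1352 clusters without the step had an r of 0.73 with the main TSS and the 1163 with the step 0.23, a difference of 0.498. The values were 0.75 and 0.12 in heat, 0.70 and 0.28 in H2O2, and 0.49 and 0.11 in EMM against YES, all across clusters. The genes of clusters without the step were 3.31 times as abundant (median 103 against 31.1 CPM), as an origin from abundant mRNAs also predicts. For the abundance test, the stated expectation was first worded the wrong way round and was reworded after the value was seen. The clusters without the step may therefore be cut or recapped ends of full-length mRNAs, and no biological explanation was tested against this.

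New main TSSs downstream of the old one were examined for the same cause. Across the 4 contrasts, 522 changes of the most used TSS were counted, 294 downstream and 228 upstream. A pyrimidine-purine step lay at 94.6% of the downstream ones, against 95.2% of the upstream ones and 48.1% of coding-exon clusters in general, and at 95.2% of the 62 that lay in a coding exon. These values argue against cut ends as the source of the shifts. A hypothesis that remains is that they are start sites inside the gene whose use depends on the condition.

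A TATA element lay more often upstream of induced TSSs. Of the TSSs at mRNA 5′ ends that rose at least 2-fold, the element lay between −45 and −20 in 23.0% of 703 in starvation, 36.6% of 374 in heat and 46.2% of 210 in H2O2, against 11.7% of all 4649. Lists matched on abundance had medians of 9.67%, 10.2% and 10.5%, and at most 12.9%, 15.8% and 19.5% in 10000 draws, which argues against abundance. A window of the same width 100 bp farther upstream held the element in 3.70%, 5.08% and 2.86% of the risen TSSs and in 4.99% of all. This argues against AT-rich sequence over a wider upstream region. The AT content between −45 and −20, the element included, was 65.1%, 65.4% and 67.8% in the risen TSSs and 63.6% in all. Lists matched on this AT content were not drawn, so a part played by it stays open. Of the TSSs that fell, 13.1%, 17.6% and 16.8% had the element. That TATA-containing promoters are induced more readily by these stresses is a hypothesis, and other sequence features near the TSS were not tested.

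Starved library 3 stood apart from its replicates for pheromone genes. In it, 28 genes lay at least 4 times above both other starved libraries at 10 CPM or more, against at most 1 gene in each of the other 14 libraries. They included mfm1 (938, 2780 and 11713 CPM in libraries 1 to 3), mfm3 (15.9, 33.6 and 487), mam3 (107, 130.5 and 1148), cox7 (10.4, 38.7 and 399) and pbi2 (5.91, 9.31 and 184), chosen after their values were seen. The departure was thus wider than the pheromone genes, although the expectation for this test was first worded the wrong way round and was reworded after the value was seen. Transcript length was tested in 2 ways. In the first, the 28 genes had a median length of 855 nt, against 1465 nt for matched lists (percentile 0) and 1633 nt for all genes, which favoured length but used genes chosen for the pattern. It was replaced by the deviation of the 309 other genes under 500 nt, whose median was −0.025, slightly negative and at percentile 0.02 of matched lists, which argues against a general rise of short transcripts. Of the 28 genes, 6 were under 500 nt, and the deviations of all genes in this library had a rho of 0.02 with length. A further course of the starvation response in that culture may be the cause, as a hypothesis, but with one such library a difference in handling stays open as well.

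The level of vps10 (chromosome II, 4336902–4337025, plus strand, mRNA 5′ end) fell at separate values within every group, and it was examined because of this. It had 125, 22.3 and 24.8 CPM in EMM libraries 1 to 3, 41.3, 175 and 30.6 in starvation, 117, 139 and 22.5 in YES, 124, 21.7 and 25.3 in H2O2, and 156, 20.7 and 22.6 in heat. Replicate 3 was thus low in every group, and replicate 1 was high in every group except starvation. Replicate 2 was high in starvation and YES and low in the other groups. The level followed the replicate number in part, and the cause of this was not tested. The first 27 nt of vps10 occurred at 1 site in the genome with up to 2 mismatches, which argues against tags shared with a near copy. The search says nothing about exact copies, which no listed cluster had. Among 7 neighbouring genes within 10 kb, the largest range within a group was 1.34 on the log2 scale, against 2.92 for vps10, which argues against the copy number of a wider locus. A variant at the promoter carried by some cultures was not tested, and the labels give one strain. A comparison of libraries divided by their vps10 level was tried and left out, because it would divide samples by a measured outcome, and the level was used only as a continuous covariate.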
